# Transcriptomic signatures of feline chronic gingivostomatitis are influenced by upregulated IL6

**DOI:** 10.21203/rs.3.rs-2852140/v1

**Published:** 2023-05-03

**Authors:** Santiago Peralta, Jennifer K. Grenier, Suzin M. Webb, Andrew D. Miller, Ileana C. Miranda, John S.L. Parker

## Abstract

Feline chronic gingivostomatitis (FCGS) is a relatively common and debilitating disease characterized by bilateral inflammation and ulceration of the caudal oral mucosa, alveolar and buccal mucosa, and varying degrees of periodontal disease. The etiopathogenesis of FCGS remains unresolved. In this study, we performed bulk RNA-seq molecular profiling of affected tissues derived from a cohort of client-owned cats with FCGS compared to tissues from unaffected animals, to identify candidate genes and pathways that can help guide future exploration of novel clinical solutions. We complemented transcriptomic findings with immunohistochemistry and *in situ* hybridization assays to better understand the biological significance of the results and performed RNA-seq validation of selected differentially expressed genes using qPCR assays to demonstrate technical reproducibility. Transcriptomic profiles of oral mucosal tissues in cats with FCGS are enriched with immune- and inflammation-related genes and pathways that appear to be largely influenced by *IL6*, and include NFKB, JAK/STAT, IL-17 and IFN type I and II signaling, offering new opportunities to develop novel clinical applications based on a more rational understanding of the disease.

## Introduction

Feline chronic gingivostomatitis (FCGS) is a debilitating disease characterized by bilateral inflammation and ulceration of the caudal oral mucosa, alveolar and buccal mucosa, and varying degrees of periodontal disease.^1–5^ Clinical manifestations include oral pain, difficulty prehending food, ptyalism, and lack of grooming behavior. General physical examination findings often include poor body condition, mandibular lymphadenopathy, and dehydration. Routine clinicopathological blood test results usually identify hyperglobulinemia;^6^ routine histopathological assessment of affected oral tissues consistently shows a predominantly lymphoplasmacytic infiltrate covered by an ulcerated or hyperplastic epithelium.^7^

Treatment options currently available for FCGS include medical (e.g., analgesics, anti-inflammatories, antibiotics) and surgical intervention (i.e., partial- or full-mouth dental extractions).^8^ Medical therapy alone is ineffective in the long term while surgery results in partial or complete remission of some animals.^9,10^ However, surgery is invasive, expensive, and technically complex, and often requires intense postoperative management including aggressive analgesia and nutritional support. Additionally, response to surgery typically takes weeks or months. Moreover, up to 30% of cats appear refractory to surgery and eventually require additional medical therapy that may involve a prolonged course of oral cyclosporine,^11^ intravenous injections of adipose-derived stem cells,^12,13^ and topical or systemic administration of recombinant feline interferon (IFN)-omega,^14,15^ among other options. In general, none of the currently available therapeutic alternatives are based on a mechanistic understanding of the disease and all lack markers that can help guide clinical decisions or predict therapeutic response.

The reported prevalence of FCGS ranges between 0.7% and 12%.^8,16^ Although no breed, sex or age predispositions have been documented, the risk of FCGS is significantly higher in multi-cat compared to single-cat environments and correlates with the number of cohabiting cats,^17^ suggesting that infectious agents and/or social and hierarchical interactions that could result in chronic stress and immunosuppression could be involved in pathogenesis. Interestingly, numerous studies have shown that most cats with FCGS chronically shed feline calicivirus (FCV),^18–22^ which aligns with the reported prevalence patterns of FCGS,^17,23^ but a causative role has yet to be demonstrated.

Possible environmental triggers aside, studies have attempted to characterize the abnormal immune response in cats with FCGS both at a local and systemic level. Targeted studies^24–26^ of affected tissues have revealed cytokine expression patterns consistent with a mixed local Th1 and Th2 response and upregulation of *TLR2* and *TLR7*, suggesting signaling due to antigenic stimulation. One transcriptomic study^7^ in three cats that were refractory to surgery showed gene expression patterns consistent with an inflammatory response driven by cytokines. Immunophenotyping assays showed that affected tissues are primarily infiltrated by B cells and CD4 + and CD8 + T cells, and that affected cats have relatively high levels of circulating activated CD8 + T cells,^7^ and an underlying viral etiology was speculated. Although interesting, these targeted observations provide limited biological insights given their restricted phenotypes and/or small sample sizes examined. Unsurprisingly, the mechanisms governing disease initiation and progression remain largely unknown, and molecular events that could be clinically targeted have yet to be identified. Therefore, the aim of this study was to generate a transcriptomic dataset that allows unbiased comparative analyses of the local immune response in a relatively large cohort of cats with FCGS using healthy animals as controls, as well as animals with periodontitis (PER), to identify candidate genes and pathways involved specifically in the pathogenesis of FCGS that might inform potentially useful biomarkers and therapeutic targets.

## Results

### Clinical samples

Biological samples obtained from 34 domestic cats were included in this study (Table 1), representing 20 animals clinically diagnosed with FCGS, 6 diagnosed with PER but not FCGS, and 8 animals serving as controls for RNA-seq, immunohistochemistry (IHC) and *in situ* hybridization (ISH) experiments. The average age of cats with FCGS and PER was 6.75 ± 3.32 and 7.33 ± 4.27 years (p = 0.6, Kruskal-Wallis), respectively. The average body weight of cats with FCGS and PER was 4.49 ± 1.09 and 5.08 ± 0.98 kilograms (p = 0.29, Kruskal-Wallis), respectively. Regardless of group assignment, most animals were domestic shorthair (28 cats, 71.8%), followed by Siamese (5 cats, 12.8%), domestic longhair (3 cats, 7.7%), Maine Coon (1 cat, 2.6%); 2 cats (5.1%) were of unknown breed. Of the 34 cats included in the study, tissues from 27 were used for RNA-seq experiments, and from 15 for IHC and ISH assays, with tissues from some cats used in more than one assay.

### RNA-seq, differential gene expression and cluster analysis and qPCR

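Total RNA from caudal oral mucosa of 12 cats with feline chronic gingivostomatitis (FCGS), gingiva of 6 cats with periodontitis (PER), healthy oral mucosa (HOM, 8 libraries from 5 cats) and healthy gingiva (HGIN, 3 libraries from 3 cats) was depleted of ribosomal RNA and sequenced as directional paired-end libraries. The 29 libraries came from 24 cats, because cats 22 and 25 gave both healthy tissues and 3 other cats gave HOM tissue from 2 sites each. Cats with FCGS were 2 to 11 years old (median 6) and cats with PER 3 to 13 years old (median 7), whereas the HOM cats were 1 to 5 years old (median 1) and all HGIN cats were 1 year old. Table 1 gives every FCGS and PER cat as neutered (FS or MN) and all healthy cats but 1 as intact. The authors trimmed the reads, mapped them to the Felis_catus_9.0 genome with STAR and deposited the raw number of reads counted on each of 26681 Ensembl genes, of which 327 had 0 counts in every library. Samples with low mapping rates had been left out by the authors. The counts per library summed to between 8805188 and 33567666 in FCGS (median 24118030), 5784201 and 59258168 in HOM (median 18224108), 22441206 and 43001709 in HGIN (median 31523357), and 12153602 and 52918383 in PER (median 18153895). Both ends of the HOM range were sites of cat 23. Library sizes were normalized with the TMM method, genes with low counts were removed by the filterByExpr rule, and 19462 genes were tested with edgeR's quasi-likelihood test in one fit over the 4 groups, with Benjamini-Hochberg adjustment and each HOM library as its own sample. The FCGS library of case 10 had the lowest TMM factor (0.376), and its 10 most abundant genes held 69.1% of its counts. The number of genes with at least 1 count was 14027 to 19805 in 25 of the libraries and 23596 to 25106 in the other 4, which were FCGS cases 5, 8 and 19 and PER case 33. In a gene chosen in the other cats as the one that best separated females from males, 28 of the libraries fell with the sex given for their cat in Table 1 and FCGS case 16, a female in Table 1, fell with the males.

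**Figure D1:**
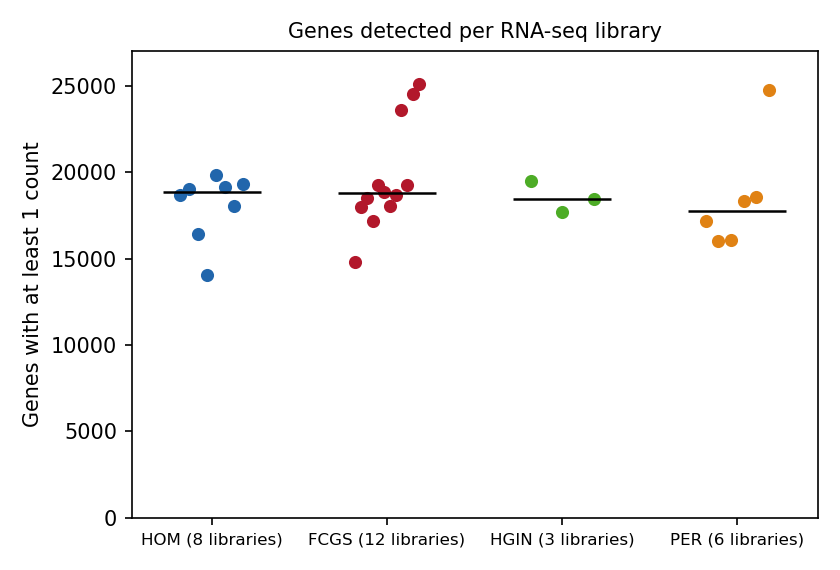
Genes with at least 1 count in each RNA-seq library (vertical axis, number of genes) by group (horizontal axis). Each point is 1 library and the black lines are group medians. FCGS cases 5, 8 and 19 and PER case 33 lie between 23596 and 25106 genes, above the highest of the other libraries at 19805.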

We established transcriptomic profiles using bulk RNA-seq on caudal oral mucosal tissues from cats diagnosed with FCGS and gingival tissues from cats diagnosed with PER but not with FCGS, as well as matching tissues from healthy controls. We investigated the RNA-seq data to discover genes dysregulated in FCGS and not (or to a lesser degree) in PER, to distinguish characteristics of FCGS from general inflammation of oral tissues. 

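The difference between the change in FCGS against HOM and the change in PER against HGIN was tested directly, each disease against healthy tissue of its own site. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 691 genes changed unequally at an adjusted p under 0.05, with the change more positive in FCGS for 378 of them (54.7%) and more negative for 313. Of these genes, 626 (90.6%) differed between FCGS and HOM and not between PER and HGIN, 21 differed between PER and HGIN only, 7 differed in both comparisons with the same sign, 1 differed in both with opposite signs and 36 passed neither comparison. The count fell to 219 (135 more positive and 84 more negative in FCGS), 202 (181 and 21) and 311 (197 and 114) when the HGIN libraries of cats 22, 25 and 26 were left out in turn, each time leaving 2 HGIN libraries. With DESeq2, run without the filter on low counts, the count was 1846, of which 818 (44.3%) were more positive and 1028 more negative. With limma voom and the cat as a block for the paired HOM and HGIN tissues it was 1183, against 1006 with limma voom and no block. Of the 691 genes, 173 (25%) also differed between the healthy tissues HGIN and HOM, and 485 (70.2%) differed between FCGS and PER.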

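At an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 7938 genes differed between FCGS and HOM, of which 4233 were higher and 3705 lower in FCGS. Between PER and HGIN 247 genes differed, 167 higher and 80 lower in PER. Between FCGS and PER 3750 genes differed, 1823 higher and 1927 lower in FCGS. Which direction held more genes depended on the setting. In FCGS against HOM the lower genes were more numerous with the HOM libraries of a cat summed (3205 higher and 3512 lower), with age as a covariate (3519 and 3768) and with the 2 thresholds given below (2290 and 2407). In FCGS against PER the higher genes were more numerous with DESeq2 (2705 higher and 2064 lower), RLE size factors (1935 and 1791) and limma voom with the cat as a block (2213 and 2070), among others. These counts cover genes of any type, since the table gives no gene types. The edgeR and limma voom counts cover genes that passed the filter on low counts, whereas DESeq2 was run on all 26681 genes with its own independent filtering. The count for FCGS against HOM moved most, to 4697, when an absolute log2 fold change over 1 and a mean normalized count over 50 in at least 1 group were also required. The count for PER against HGIN was 238, 9 and 40 with the HGIN libraries of cats 22, 25 and 26 left out in turn, 580 without PER case 28, 140 without PER case 29 and 139 without PER case 30. In limma voom with the cat as a block it was 588, against 548 with no block. There the lower genes were more numerous, with 248 higher and 340 lower in PER with the block and 230 and 318 without. When the comparison of FCGS with HOM was reduced to 6 FCGS libraries and 3 HOM libraries of different cats, 50 random draws gave a median of 3150 genes (range 1464 to 4422), whereas PER against HGIN, fitted on its own 6 and 3 libraries, gave 22 genes (2571 genes at an unadjusted p under 0.05). Genes are listed by Ensembl identifier only. Of the genes with a mean normalized count over 50 in at least 1 group, ENSFCAG00000038029 and ENSFCAG00000045399 had the largest fitted rises in FCGS against HOM. The normalized count of ENSFCAG00000045399 was 952 ± 660.2 (SD, n = 12 libraries) in FCGS and 2.24 ± 4.19 (SD, n = 8) in HOM, a log2 fold change of 9.71 (standard error 1.25, adjusted p = 8.07e-07 from the same test). It was 71.3 ± 111.5 (SD, n = 6) in PER and 2.02 ± 2.64 (SD, n = 3) in HGIN. ENSFCAG00000038029 had 0 counts in all 8 HOM libraries and was detected in 8 of 12 FCGS libraries, where its mean was 117 ± 334 (SD, n = 12), at least 351-fold higher than a floor of 3 counts over the HOM libraries. FCGS case 12 alone held 1162 of its normalized counts, and without that library the bound was 66.4-fold. The largest falls each rested on 1 HOM library. ENSFCAG00000015193 had a normalized count of 43190 in the first HOM site of cat 24 and at most 18.2 in the other HOM libraries, against 7.42 ± 5.15 (SD, n = 12) in FCGS. Its log2 fold change of -9.53 (standard error 1.69, adjusted p = 5.88e-05) became 0.83 (adjusted p = 0.48) without cat 24. ENSFCAG00000034322 reached 1798 in the first HOM site of cat 23 and at most 97.85 in the other HOM libraries. In FCGS it was 0.511 ± 1.22 (SD, n = 12). Its log2 fold change was -8.61 in edgeR's quasi-likelihood test (standard error 1.74, adjusted p = 0.000314). It was not tested without cat 23 because too few counts were left. The call was lost in limma voom both with the cat as a block (-2.19, adjusted p = 0.197) and with no block (-2.196, adjusted p = 0.19). DESeq2 gave this gene a log2 fold change of -5.1 and no adjusted p.

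**Figure D2:**
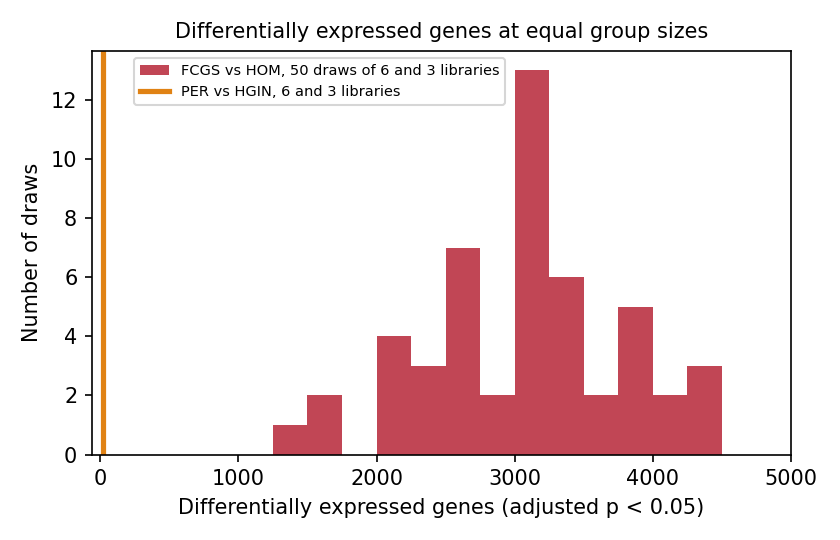
Number of differentially expressed genes (horizontal axis) in 50 random draws of 6 FCGS and 3 HOM libraries (bars, vertical axis the number of draws) and in PER against HGIN fitted on its own 6 and 3 libraries (orange line). The draws range from 1464 to 4422 genes and the line stands at 22 genes.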

Of the 19,588 protein-coding genes annotated in Felis_catus_9.0 (Ensembl release 105), 4,207 genes were differentially expressed (q < 0.05) in FCGS when compared to healthy oral mucosa (HOM), 748 genes in PER compared to healthy gingiva (HGIN), and 2,891 genes in FCGS when compared to PER (**Tables S1–S3**). 

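Principal components were computed from DESeq2's variance-stabilized counts of the 500 genes with the largest variance over the 29 libraries. The first component held 43.8% of the variance and the second 26.8%. On the first component FCGS libraries scored 44.3 ± 15.5 (SD, n = 12), PER -11.9 ± 18.4 (SD, n = 6), HGIN -38.7 ± 6.42 (SD, n = 3) and HOM -43.0 ± 15.2 (SD, n = 8). The scores of all FCGS libraries, from 22.85 to 69.41, lay above those of every other library, while PER libraries ranged from -36.84 to 9.47 and PER case 28 fell among the HGIN libraries. On the second component HGIN (38.7 ± 5.76, SD, n = 3) and PER (37.1 ± 10.9, SD, n = 6) scored higher than FCGS (-4.96 ± 20.1, SD, n = 12) and HOM (-34.9 ± 19.1, SD, n = 8). Disease status accounted for 62.4% of the variance of the first component and 12.8% of the second, and the sampled tissue (oral mucosa or gingiva) for 11.4% and 60.7%. The nearest library from another cat belonged to the same group for 26 of the 29 libraries, among them all 8 HOM and all 3 HGIN libraries. The exceptions were FCGS case 14, nearest to PER case 29, FCGS case 16, nearest to PER case 32, and PER case 28, nearest to HGIN case 25. With all genes in place of the 500 the number was 24, and only 2 of the 6 PER libraries then had a PER library nearest. From this clustering the paper concludes that the main signal in the profiles separated diseased from healthy samples.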

Principal component analysis showed that samples clustered according to clinical phenotype, indicating that the primary global signal in the gene expression profiles distinguished diseased from healthy samples (Fig. 1). To validate RNA-seq profiles, 9 genes differentially expressed in FCGS were selected for qPCR. Overall, excellent agreement between RNA-seq and qPCR results was found (Fig. 2).

### Functional enrichment analyses

To complement differential gene expression findings and gain functional insights, we conducted Gene Set Enrichment Analysis (GSEA)^27,28^ using the RNA-seq data. When comparing FCGS to HOM, enriched gene sets were predominantly associated with inflammation and the immune response (e.g., NFKB and JAK/STAT) and with cytokine signaling (e.g., IL-6, IFN type I and II, IL-17) (Fig. 3, **Tables S4–S6**). Notably, *IL6* was either the top leading-edge gene or was among the top leading-edge genes in most inflammation- and immune-related pathways enriched in FCGS; this observation was also reflected when comparing the expression of cytokines and chemokines in the RNA-seq dataset among the different groups (Fig. 4, **Table S7**). The expression profiles of FCGS compared to HOM and PER revealed enrichment of immune cells with a predominantly myeloid lineage identity (e.g., macrophages, microglia) led by genes typically expressed by myeloid cells (e.g., *CD14, CSFR1, CSFR3, HCK, CYBB*; The Human Protein Atlas, www.proteinatlas.org)^29^ (**Table S8**).

### Non-host RNA-seq reads, immunohistochemistry and in situ hybridization

To determine whether viral genomic sequences were present in analyzed tissues, we mapped RNA-seq reads that did not align with Felis_catus_9.0 to reference sequences. Results showed sequences mapping to reference genomes of FCV, puma feline foamy virus (PFFV), feline leukemia virus, and feline herpesvirus, among others (**Table S9**). Of the candidate viruses observed, only FCV and PFFV were significantly more common in cats with FCGS compared to others. To determine whether FCV antigen or genome was present in affected tissues, we performed IHC and ISH. Both assays failed to confirm the presence of FCV in any FCGS case (n = 13) while results for positive and negative controls were appropriate (Fig. 5).

## Discussion

Despite its clinical relevance, the etiopathogenesis of FCGS remains unresolved. In this study, we performed bulk RNA-seq molecular profiling of affected tissues derived from a cohort of client-owned cats with FCGS and used tissues from cats with PER and unaffected tissues as comparative sets, to identify candidate genes and pathways that can help guide future exploration of novel clinical solutions for FCGS. We complemented transcriptomic findings with IHC and ISH assays to better understand the biological significance of the data and performed RNA-seq validation of selected differentially expressed genes using qPCR assays to demonstrate technical reproducibility.

Overall, the transcriptional profiles of FCGS tissues were largely dominated by immune- and inflammation-related genes and signaling pathways including NFKB, JAK/STAT and IFN type I and II signaling, indicating that FCGS is an inflammatory disease potentially related to antigenic stimulation.^6^,^30^,^31^ As was expected, cluster analysis showed that all samples segregated according to group assignment, indicating that FCGS and PER have distinct molecular phenotypes despite their inflammatory nature and observed transcriptional commonalities. Additionally, there were general similarities in the expression patterns of FCGS when compared to those previously reported in three cats that were refractory to surgical therapy,^7^ suggesting that the molecular mechanisms underlying FCGS are maintained during the natural course of the disease as long as local tissue inflammation persists and regardless of historical surgical interventions.

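Of the 247 genes that differed between PER and HGIN, 193 (78.1%) also differed between FCGS and HOM in the same direction and 1 in the opposite direction. In the other direction, 7744 (97.6%) of the genes that differed between FCGS and HOM did not pass the threshold in PER against HGIN, but only 626 (7.89%) of the FCGS genes were outside the PER list and also changed unequally in the direct test.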

Notably, most inflammation-related pathways found to be enriched in FCGS tissues appeared to be heavily influenced by *IL6*. This is a relevant finding given that dysregulated expression of IL-6 (encoded by *IL6*) could underlie some of the local and systemic events known to occur in cats with FCGS. In general, IL-6 is a finely regulated pleiotropic cytokine that signals via the JAK/STAT pathway. IL-6 can be produced by multiple cell types including mesenchymal, endothelial, epithelial, and immune cells.^32–34^ Under normal circumstances, IL-6 blood levels are hardly detectable but can rapidly increase upon stress, tissue injury or antigenic stimulation. Once in circulation, IL-6 activates hepatocytes to produce acute-phase proteins and modulates innate and adaptive immunity to promote healing and help eliminate infections.^35,36^

Overexpression of IL-6 has been shown to promote chronic inflammation and increase susceptibility to viral infections.^32,34,36,37^ It is possible that excessive production of IL-6 in cats with FCGS explains the chronic FCV and PFFV infection and elevated globulin and acute-phase protein levels in blood typically found and may be directly involved in perpetuation of oral mucosal inflammation and ulceration. Interestingly, recombinant feline IFN-omega has been shown to reduce *IL6* expression and IL-6 levels,^38^ which could at least partially explain the clinical response reported in some cats with FCGS. ^14,15^

Another interesting finding in FCGS tissues in agreement with a previous report^7^ was overexpression of *IL17A* and enrichment of its corresponding signaling pathway. Importantly, IL-17 (encoded by *IL17A*) is considered the signature cytokine of Th17 cells.^39^ Although Th17 cells play an important protective role against microbial and viral pathogens, they are also implicated in auto inflammatory and autoimmune pathology.^39–42^ IL-6 promotes polarization of naïve CD4 + T cells towards a Th17 phenotype,^32,34,35^ thus the increased *IL17A* activity observed in FCGS tissues may be due to IL-6 signaling. However, the biological impact of *IL17A* overexpression in FGCS, and whether activation of the IL-17 pathway plays a pathogenic or protective role in affected cats is unknown but warrants further investigation.

### Coi

nciding with previous reports,^18–22^ this study showed an association between FCGS and FCV and PFFV infection. However, the very low numbers of RNA-seq reads mapping to corresponding viral genomes in affected tissues, and the fact that IHC and ISH failed to detect FCV antigen and genome signals, respectively, suggest that at least FCV does not replicate in areas of mucosal ulceration, or that it is present in such low numbers that it is undetectable using the IHC and ISH techniques used in this study. Regardless, the consistent overexpression of *IFNG*, which encodes IFN-gamma, and enrichment of IFN type I and II pathways suggest an immune response to viral stimulation.^43,44^ Given that *IFNG* induces expression of *CXCL9, CXCL10*, and other chemotactic molecules,^45^ IFN-gamma signaling is likely to play an important role in immune cell traffic in affected oral mucosal tissues, including attraction of T and B cells. Taken together, these observations implicate viral infection as a possibly required or aggravating element in the pathogenesis of FCGS.

Unexpectedly, the gene expression signatures observed in FCGS tissues revealed a predominantly myeloid lineage identity, which suggests that despite the heavy presence of lymphoid infiltrates, the innate system is transcriptionally more active and is thus likely to be an important driver of the dysregulated immune response. This finding conflicts with the hypothesis that FCGS is primarily a T cell driven disease.^7^ As macrophages and monocytes are the main producers of IL-6,^33,34^ these new findings support a hypothesis that IL-6 dysregulation underlies some of the pathological events.

The caudal oral mucosa of cats is a relatively thin, non-masticatory mucosal barrier that is exposed to mechanical trauma during mastication, and to pathogenic toxins (e.g., LPS) derived from the oral microbiota.^46^ Given this environment, it is possible that the caudal oral mucosa is particularly susceptible to immune stimulation, and that in some cases such stimuli result in chronic inflammation. This could explain why extraction of premolar and molar teeth, which typically come in direct contact with caudal and buccal oral mucosal surfaces, results in remission in some animals.^9,10^ Alternatively or in addition, based on the transcriptional signatures observed in this study and the epidemiological patterns previously reported,^17^ it is possible that viruses and environmental stressors are involved in the pathogenesis of FCGS; both are likely to contribute to upregulation of IL-6.^46^ Such a scenario raises the question of why, when subject to similar conditions (i.e., multi-cat environments), only some individuals develop FCGS. One possibility is that some cats are genetically predisposed.

From a translational medicine perspective, the results of this study provide rational targets for clinical diagnostics and therapy in cats with FCGS. For example, IL-6 could be investigated as a potential diagnostic and prognostic marker that could be used to stage and grade FCGS, determine the best treatment modalities or predict therapeutic response. Similarly, given the precedent of successful targeted inhibition of IL-6 signaling in people diagnosed with certain chronic inflammatory conditions and different forms of cancer,^32,33,35,47^ similar approaches could be tested in cats with FCGS. It should be noted that the expression signatures reported here capture global trends, but further studies are required to determine their biological impact. Importantly, bulk RNA-seq techniques using clinical samples do not allow single-cell inferences or insights of how different cell types interact with each other. Therefore, the observations made here represent hypotheses that will require testing using targeted, single-cell and/or spatially resolved approaches, and ideally *in vitro* and *in vivo* validation experiments.

We conclude that the transcriptomic profile of oral mucosal tissues in cats with FCGS is enriched with immune-and inflammation-related genes and pathways that appear to be largely influenced by *IL6*, and include NFKB, JAK/STAT, IL-17 and IFN type I and II signaling.

## Materials and Methods

### Clinical samples

Study material consisted of cryopreserved and formalin-fixed paraffin-embedded (FFPE) oral mucosal and gingival tissues and cryopreserved serum samples obtained from cats presented to the Dentistry and Oral Surgery Service at the Cornell University Hospital for Animals, and archival tissues stored in the Cornell Veterinary Biobank. Clinical sample collection procedures were performed in accordance with a protocol (#2005 − 0151) approved by Cornell University’s Institutional Animal Care and Use Committee while animals were receiving standard-of-care intervention under general anesthesia, which was supervised by a board-certified veterinary anesthesiologist following standard-of-care clinical practices and protocols, as determined by individual patient needs. Informed consent to authorize the use of tissue samples and clinical data for research purposes was obtained from cat owners prior to sample collection, and undue harm was never inflicted to any animal for the purposes of this study; all methods were performed in accordance with the relevant guidelines and regulations as approved in the protocol previously listed. Clinical diagnoses and sample collection were supervised by a board-certified veterinary dentistry specialist (SP). None of the FCGS cats enrolled had been previously treated by surgical means or were considered refractory to therapy at the time of sampling. Control tissue samples were collected from healthy cats, including replicate oral mucosal samples from two separate locations from 3 cats. 

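The HOM libraries of 2 sites of one cat were compared with each other and with HOM libraries of other cats. Pearson's r of log2(CPM + 1) across genes, which are not independent replicates, was 0.921 between the sites of cat 21, 0.869 for cat 23 and 0.958 for cat 24, against 0.785 to 0.976 (median 0.919) over the 25 pairs of HOM libraries from different cats. The Euclidean distance between the sites on variance-stabilized counts of the 500 most variable genes was 87.55 for cat 21, 68.56 for cat 23 and 32.12 for cat 24, against a median of 62.82 between different cats (range 29.26 to 91.67). The distances for cats 21 and 23 lay above that median. With the libraries of each cat summed, which leaves 5 HOM samples, 6717 genes differed between FCGS and HOM at an adjusted p under 0.05, and 6376 of them were among those called with each site as its own sample.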

Age and weight differences across groups were compared using JMP 15 (SAS Institute Inc., Cary, NC); box plots were generated using BoxPlotR (http://shiny.chemgrid.org/boxplotr/).^48^

### RNA isolation, library preparation and sequencing

Frozen tissue (∼ 1gram) was homogenized in 2mL of Trizol (Thermo Fisher) using 2.8mm ceramic beads (Hard Tissue Homogenizing Mix, VWR). RNA was extracted with a modified Trizol method as follows: after the addition of chloroform and phase separation of the Trizol lysate, the aqueous phase was combined with an equal volume of 100% ethanol and loaded onto a Zymo-Spin column and purified using the Quick-RNA Prep Kit (Zymo Research). For all samples, RNA concentration was measured with a Nanodrop (Thermo Fisher), and integrity was determined with a Fragment Analyzer (Agilent). If high molecular weight material was evident in the Fragment Analyzer trace, indicating the presence of genomic DNA, samples were treated with DNAse following the instructions of the Zymo RNA RNA Clean & Concentrator Kit (Zymo Research). Ribosomal RNA was depleted with the NEBNext rRNA Depletion Kit v2 (Human/Mouse/Rat; New England Biolabs) using 500 ng input total RNA. All RNA-seq libraries were generated with the NEBNext Ultra II Directional library prep kit (New England Biolabs) and 2×150 nt paired-end reads were generated on a NovaSeq6000 instrument (Illumina).

### RNA-seq Analysis

Raw reads were trimmed for low-quality and adaptor sequences and filtered for minimum length with TrimGalore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/), a wrapper for cutadapt^49^ and fastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) using parameters ‘--nextseq-trim = 20 -O 1 -a AGATCGGAAGAGC --length 50 --fastqc’. Trimmed reads were mapped to the reference genome/transcriptome (Ensembl felCat9) with STAR^50^ using these parameters: ‘--outSAMstrandField intronMotif, --outFilterIntronMotifs RemoveNoncanonical, --outSAMtype BAM SortedByCoordinate, --outReadsUnmapped Fastx and --quantMode GeneCounts’, which also generated raw count outputs per annotated gene. Samples with low rates of reads mapping to the FelCat9 reference genome or transcriptome were excluded from gene expression analysis, including three FCGS cases for which the reads were still analyzed for evidence of feline viruses (cases 4, 9, 13).

Sample clustering and differential gene expression were analyzed with SARTools^51^ and DESeq2^52^ using these parameters: ‘fitType parametric, cooksCutoff TRUE, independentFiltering TRUE, alpha 0.05, pAdjustMethod BH, typeTrans VST, and locfunc median’. Feline gene symbols were converted to human gene symbols using Biomart (Ensembl) one-to-one orthology assignments to enable analysis with gene sets in MSigDB.^27^ The human ortholog gene symbols and log2-fold-change values for expressed genes (at least one group with average normalized counts > 50) were used for GSEA^28^ ‘Preranked’ analysis.

Reads that did not map to the feline reference genome were defined as non-host and separately analyzed for evidence of viral infection. Non-host reads were mapped to the RefSeq sequence for candidate feline virus genomes using bowtie2 using local alignment settings (--local). Counts per million (CPM) was calculated as the number of mapped reads per million non-host reads, and p-values were determined comparing FCGS vs HOM samples with the Mann Whitney test (https://astatsa.com/WilcoxonTest, default parameters).

### qPCR validation

The levels of expression of selected differentially expressed genes were validated using real-time reverse transcription polymerase chain reaction (qPCR). cDNA was synthesized as previously described.^53,54^ All cDNA reactions were diluted 20-fold with water prior to qPCR reaction setup. Primer pairs (Table 2) were designed with Primer-BLAST (NCBI), separated by an intron to minimize amplification of residual contaminating genomic DNA and allow identification of alternate amplicons with melt curve analysis. RPL13A was selected as the endogenous control gene, as this gene showed minimal variation across samples in the RNA-seq data. Each primer pair was validated using a standard curve of six four-fold serial dilutions of a representative sample of pooled cDNA. A ‘No-RT’ control containing RNA but lacking M-MuLV enzyme and one ‘no template’ control lacking any cDNA sample was included for each primer pair standard curve validation. Primer pairs that did not generate signal in < 35 cycles or that exhibited non-quantitative performance (i.e., < > 2-cycle shifts for fourfold dilution series), non-specific signal in negative controls, or variable amplicon identities as determined by melt curve analysis were excluded. All primer pairs passed validation by standard curve testing. Each qPCR reaction was prepared in 8 μL reaction volumes in an optically clear 384-well PCR plate with seal using the Luna Universal qPCR Master Mix (New England Biolabs) with 0.25 μM primers and 4 μL pre-diluted sample cDNA. All reactions were performed in triplicate using a Roche LightCycler 480 instrument. Cycles were as follows: initial incubation 5 min at 95°C; followed by 45 cycles of 30 s at 95°C; 30 s at 60°C; 10 s at 72°C with data acquisition; and final a melt curve with a ramp from 60 to 95°C at 2°C per second. Melt curve analysis was used to identify and exclude reactions with alternative amplicons. For relative quantification estimates for each target gene, the ΔΔCt value [ΔCtSAMPLE—ΔCtREF] was calculated for each sample, where ΔCtSAMPLE = average (target gene Ct)—average (all endogenous control Ct) and ΔCtREF was defined as the average ΔCtSAMPLE for the normal samples. The normalized relative amount of the target gene is 2 – ΔΔCt77.

### Immunohistochemistry and in situ hybridization assays

For IHC, selected FFPE tissue blocks were processed for antigen retrieval and detection by using an automated IHC processor (Leica Bond-Max, Leica Biosystems, Buffalo Grove, Illinois, USA), as previously described.^55^ Briefly, sections were dewaxed (cat# AR9222, Bond Dewax Solution, Leica) and processed for epitope retrieval (cat# AR9961 or AR9640, Bond Epitope Retrieval solution, Leica) followed by incubation with an FCV primary antibody (ABCAM Cat# AB33990) at a 1:200 dilution for 60 minutes. Next, polymeric alkaline phosphatase conjugated anti-mouse IgG (cat# PV6110, Powervision^™^ Poly-AP Anti-Mouse IgG, Leica) was applied for 30 minutes, followed by Red Detection^™^ (cat# DS9390, Bond Re ne Red Detection Kit, Leica) for 15 minutes, and hematoxylin counterstain for 5 minutes. Archival FCV-infected and non-infected tissues were used as positive and negative controls.

The same selected FFPE tissues used for IHC were used for ISH. Probes were designed in collaboration with Advanced Cell Diagnostics (ACD, Cat. No. 472281). Briefly, 5-μm sections were cut and stored at −80 °C prior to staining. Sections were deparaffinized in xylene, washed with ethanol, and dried. Staining was performed according to the manufacturer’s protocol for colorimetric ISH. Slides were treated with H_2_O_2_ (ACD) to block endogenous peroxides for 10 minutes. Slides were antigen-retrieved by boiling for 15 minutes in antigen retrieval solution (ACD) and then treated with proteinase K (ACD) for 30 minutes. Slides were then incubated for 2 hours with FCV probes, and then 6 amplifications steps were performed with ACD reagents. The bacterial gene DapB probe (ACD) was used as a negative control. Slides were developed with DAB chromogen (ACD) for 10 minutes and counterstained with Mayer’s hematoxylin (Dako). Archival FCV-infected and non-infected tissues were used as positive and negative controls.

## Figures and Tables

**Figure 1:**
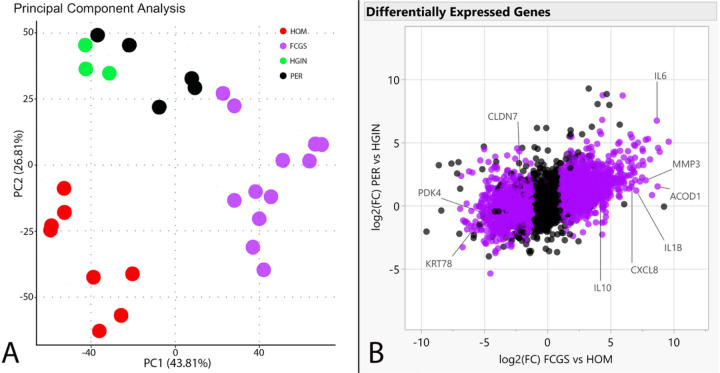
Cluster analysis and differentially expressed genes. Panel A is a PCA plot depicting clustering of RNA-seq gene expression profiles showing grouping based on assigned phenotypes based on principal components 1 and 2. Panel B is a scatterplot depicting expressed genes based on log2(FC) of affected vs control samples for each disease, with purple points indicating differential expression in FCGS vs PER; genes used for qPCR validation experiments are labeled.

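Over the 19462 tested genes, the log2 fold changes in FCGS against HOM and in PER against HGIN had a Pearson's r of 0.561 and a Spearman's rho of 0.495 across genes, which are not independent replicates. The comparisons share no library, but 2 cats gave tissue to both healthy groups. Age and neutering went with disease in both comparisons, so the correlation cannot be put down to disease alone. Among the genes that differed between FCGS and HOM, 76.5% had the same sign in PER against HGIN, and the median absolute log2 fold change was 1.93 in FCGS and 0.76 in PER. These genes were selected for a change in FCGS, which by itself favours the larger median there. Healthy tissues differed as well, with 822 genes past an adjusted p under 0.05 between HGIN and HOM in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 269 (7.17%) of the genes that differed between FCGS and PER also differed between HOM and HGIN in the same direction. The HGIN against HOM count was 418, 8 and 167 without the HGIN libraries of cats 22, 25 and 26, 1265 without the HOM libraries of cat 23 and 369 without those of cat 24. It was 4 with the cat as a fixed block, a fit in which only the pair of cats with both tissues is informative, against 319 for the same 11 libraries with no block. In 485 (12.9%) of the genes that differed between FCGS and PER, the change against the healthy tissue of the same site was itself unequal.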

**Figure 2:**
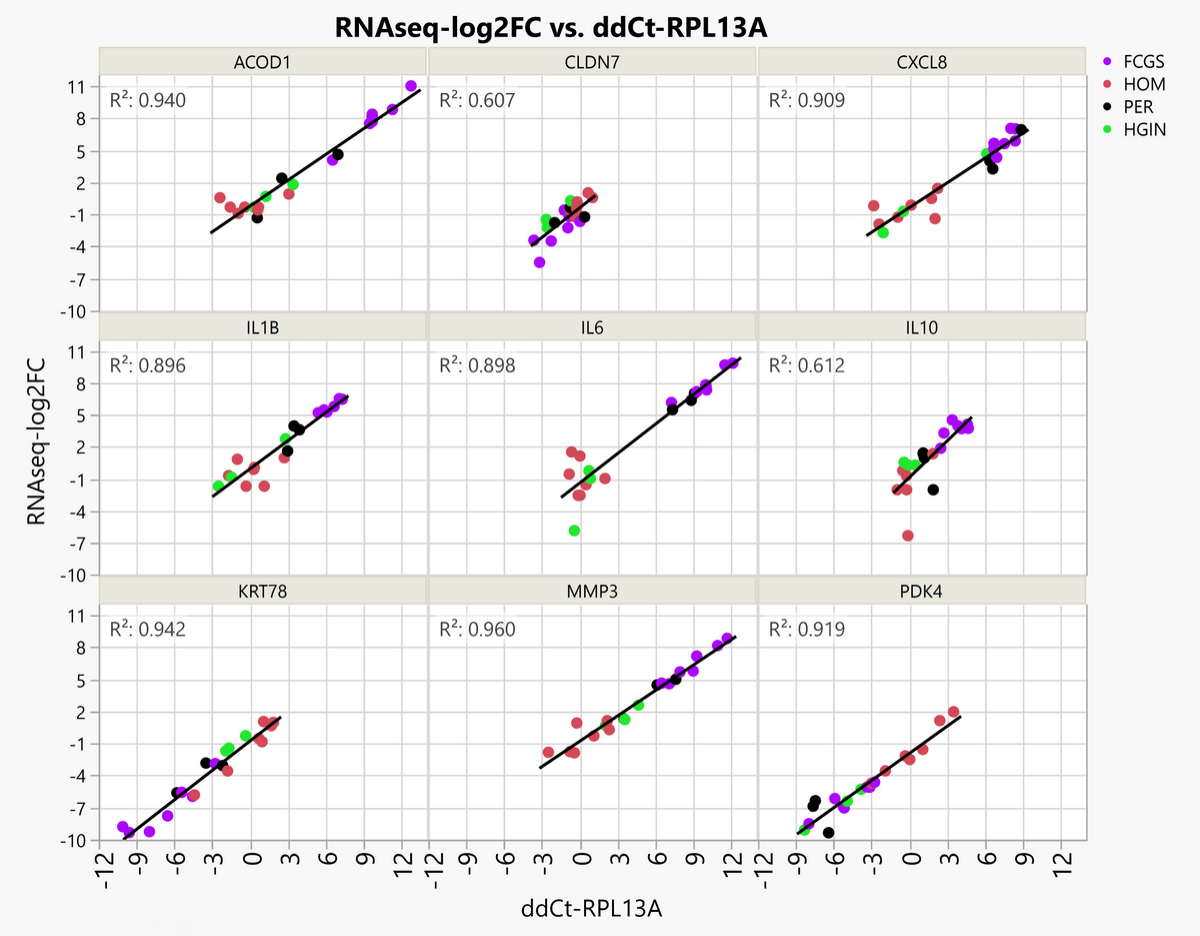
Technical validation of RNA-seq data using qPCR experiments. Scatterplots of qPCR assays (ddCt-RPL13A, × axis) of 9 genes plotted against the results of RNA-seq (RNAseq-log2FC, Y axis), where RNAseq-log2FC is the difference between the log2 normalized expression for each sample compared to the average log2 normalized expression for healthy control samples. The measurements with both gene expression quantification platforms were in excellent agreement for all phenotypes.

**Figure 3:**
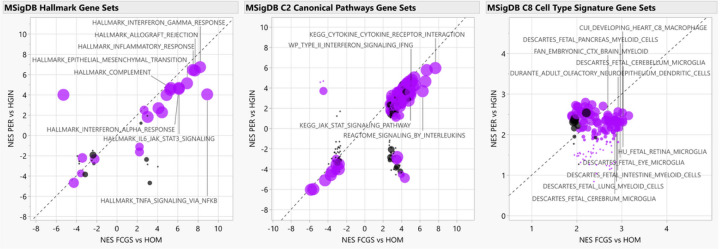
Functional enrichment analyses. The scatterplots depict normalized enrichment scores (NES) as calculated by GSEA, for represented gene sets from MSigDB for analyses of FCGS vs HOM (i.e., FDR q-value<0.05, × axis) and comparison to PER vs HGIN (Y axis). Gene sets differentially enriched or depleted (i.e., FDR q-value<0.05) in FCGS compared to PER appear in purple. For all graphs, relevant gene sets and pathways are labeled. The size of the dots is based on log10 transformed p-values based on enrichment scores comparison of FCGS vs PER.

**Figure 4:**
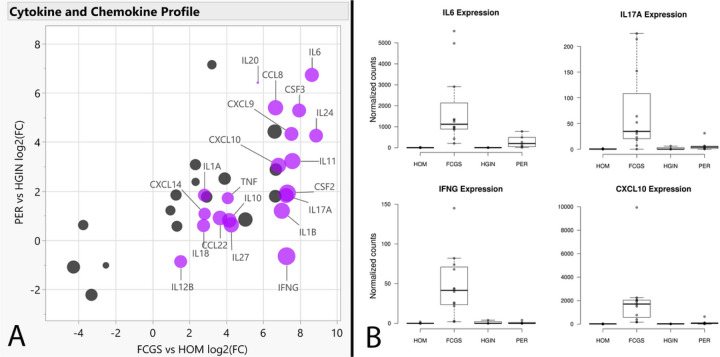
Cytokine and Chemokine expression profiles. Panel A shows a scatterplot depicting log2(FC) values of FCGS vs HOM (X axis) and PER vs HGIN (Y axis), with genes significantly enriched in FCGS vs PER shown in purple. The size of the dots is based on log2(FC) of FCGS vs PER. Panel B shows box plots depicting the normalized counts distribution for *IL6, IL17A, IFNG,* and *CXCL10* according to phenotype.

**Figure 5:**
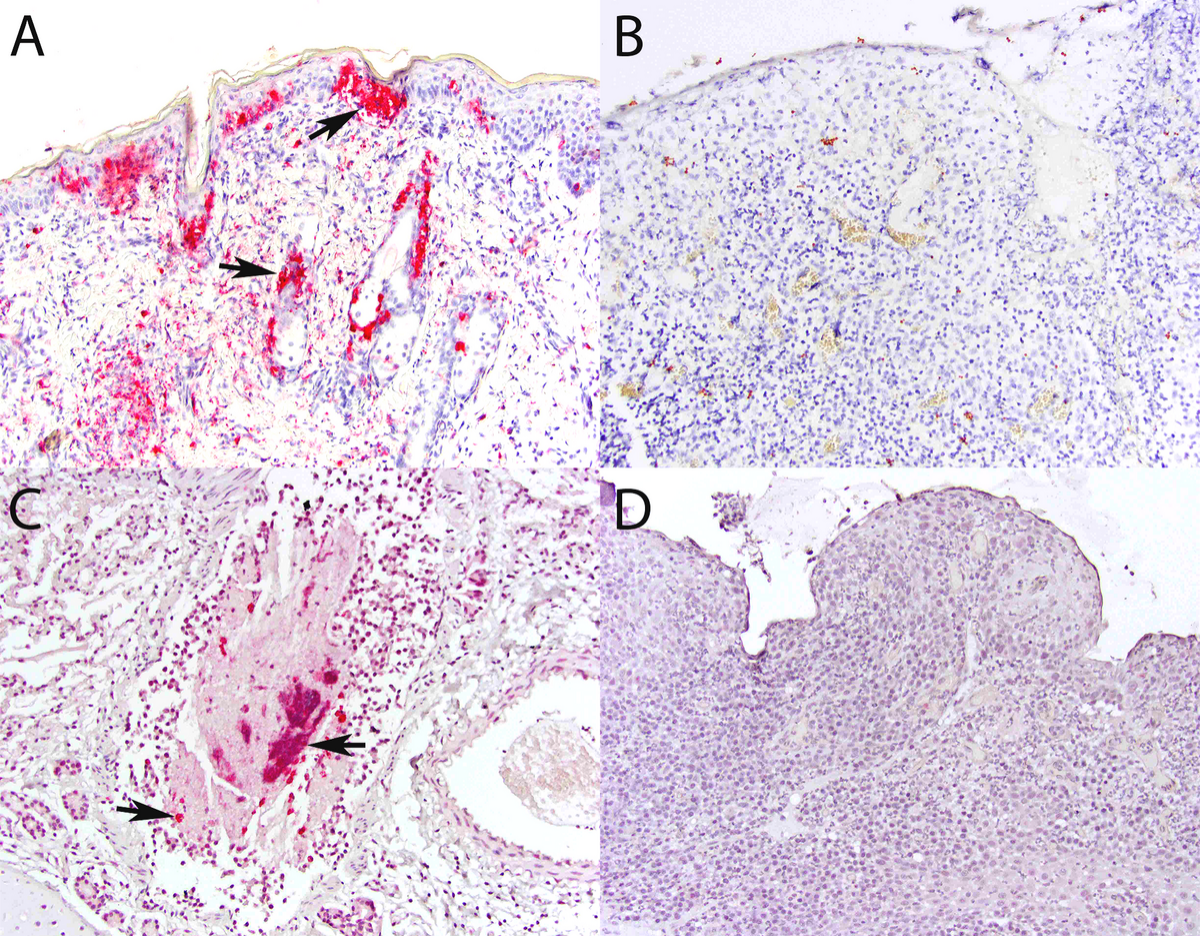
Immunohistochemistry and *in situ* hybridizationresults. Panel A (IHC, skin, FCV-infected cat, 200x magnification): positive control; strong immunolabeling in epidermal and adnexal epithelial cells (arrows) and dermal leukocytes and/or mesenchymal cells. Panel B (IHC, oral mucosa, FCGS-affected cat, 200x magnification): no cells are immunolabeled. Panel C (ISH, lungs, FCV-infected cat, 200x magnification): positive control; strong signal in leukocytes, epithelial cells, and debris within the bronchiolar lumen. Panel D (ISH, oral mucosa, FCGS-affected cat, 200x magnification): no signal is identified.

**Table 1:** 

Case information						Assays Performed			FCV Results	
Case No.	Sex	Age (years)	Breed	Body weight (kg)	Phenotype	RNA-seq	FCV IHC and ISH	RNA-seq reads mapping to FCV	FCV IHC	FCV ISH
1	FS	8	DLH	2.9	FCGS	NO	YES	NA	NEG	NEG
2	MN	8	DSH	4.3	FCGS	NO	YES	NA	NEG	NEG
3	MN	7	DSH	5.9	FCGS	NO	YES	NA	NEG	NEG
3	MN	7	DSH	5.9	FCGS	NO	YES	NA	NEG	NEG
4	FS	7	DLH	3.5	FCGS	YES*	NO	NO	NA	NA
5	MN	8	DSH	5	FCGS	YES	YES	YES	NEG	NEG
6	FS	9	Maine Coon	4	FCGS	NO	YES	NA	NEG	NEG
7	MN	12	DSH	4.6	FCGS	NO	YES	NA	NEG	NEG
8	FS	9	DSH	3.5	FCGS	YES	YES	NO	NEG	NEG
9	MN	3	DSH	5.1	FCGS	YES*	NO	YES	NA	NA
10	MN	11	DLH	4.9	FCGS	YES	YES	YES	NEG	NEG
11	MN	2	DSH	5	FCGS	YES	NO	YES	NA	NA
12	FS	3	DSH	3.5	FCGS	YES	YES	NO	NEG	NEG
13	FS	8	DSH	3.4	FCGS	YES*	YES	NO	NEG	NEG
14	MN	2	DSH	5.1	FCGS	YES	YES	YES	NEG	NEG
15	FS	11	DSH	3.4	FCGS	YES	NO	NO	NA	NA
16	FS	2	DSH	4.1	FCGS	YES	NO	NO	NA	NA
17	FS	4	DSH	7.6	FCGS	YES	YES	YES	NEG	NEG
18	FS	8	DSH	3.8	FCGS	YES	YES	YES	NEG	NEG
19	MN	10	DSH	5	FCGS	YES	NO	YES	NA	NA
20	MN	3	DSH	5.3	FCGS	YES	NO	YES	NA	NA
21	FS	5	DSH	5.1	HOM	YES (2)	NO	NO	NA	NA
22	M	1	Siamese	4.2	HOM/HGIN	YES (2)	NO	NO	NA	NA
23	F	1	Siamese	3	HOM	YES (2)	NO	NO	NA	NA
24	M	1	DSH	2.8	HOM	YES (2)	NO	NO	NA	NA
25	M	1	DSH	UNK	HOM/HGIN	YES (2)	NO	NO	NA	NA
26	M	1	DSH	UNK	HGIN	YES	NO	NO	NA	NA
27	UNK	UNK	UNK	UNK	FCV negative control	NO	YES	NA	NEG	NEG
28	FS	11	DSH	4.6	PER	YES	NO	NO	NA	NA
29	FS	3	DSH	4.5	PER	YES	NO	YES	NA	NA
30	MN	3	DSH	7	PER	YES	NO	NO	NA	NA
31	MN	5	Siamese	4.6	PER	YES	NO	NO	NA	NA
32	MN	9	DSH	4.5	PER	YES	NO	NO	NA	NA
33	MN	13	DSH	5.3	PER	YES	NO	NO	NA	NA
33	MN	13	DSH	5.3	PER	YES	NO	NO	NA	NA
34	UNK	UNK	UNK	UNK	FCV positive control	NO	YES	NA	POS	POS

* Excluded from gene expression analysis.

**Table 2:** Primer pairs used for qPCR.

Target Feline Gene	Forward (5´ → 3´)	Reverse (5´ → 3´)	Product (bp)
ACOD1	CACTCCTGAGATAAGCCTCCTC	TCTGGCAAAGCTTTCTGTGAC	65
CLDN7	TGAATCTGAAGTACGAGTTCGGTCC	CTCCCGGGACAGGAGCAAG	103
CXCL8	TTTCTGCAGCTCTGTGTGAAGC	CAGTGTGGGCCACTGTCAATC	139
IL1B	GAACCAACAAGTGGTGTTCCG	TCCCGTCTTTCATCACACAGG	122
IL6	ACACCAGTACTAACGTCCTGC	CTTCTACGGTTGGGACAGGG	87
IL10	TCAAACAGCACGTGAACTCCC	AGGTACTCTTCACCTGCTCCAC	123
KRT78	CAGCTCCAGAGAGAACAAGGG	GTCATTCTCAAGTGTGGCGTG	120
MMP3	AGGACAAATACTGGCGATTTGATG	GCGAAGAGCCACTGAAGAAATAG	150
PDK4	TTCCAGGCCAGCCAATTCAC	TCCTGGTGTTCAACTGTCGC	103
RPL13A*	ACAGAAACAAGTTGAAGTACTTGGC	CATGCCTCGCACCGTCC	119

Genes, primer pairs, and product size (bp = base pairs) used for qPCR analysis.

* Endogenous control gene.

## Data Availability

The gene expression data is available at the NCBI Gene Expression Omnibus (GEO) with accession number GSE230491.

How the deposited data were processed for this re-analysis (not part of the article)

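RNA-seq read counts were analysed for 29 libraries from 24 cats: 12 FCGS libraries, 8 HOM libraries from 5 cats, 3 HGIN libraries and 6 PER libraries. The 3 FCGS cases that the paper excludes for low mapping rates were not analysed here. The authors depleted ribosomal RNA, trimmed paired-end reads with TrimGalore, mapped them to Felis_catus_9.0 with STAR and deposited the raw counts per Ensembl gene from STAR's gene counting. The aligner's version and the strand column that was taken are not given in the sources used here. Reads of paralogs and overlapping genes that STAR could not assign to 1 gene are not in these counts. The deposited table has 26681 genes in 29 columns, all of which were used, and every value is a whole number. Sample groups, cats, sites, ages, sexes and the presence of reads mapping to feline calicivirus (FCV) were taken from the sample labels and Table 1.

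Counts were analysed in R 4.3.3. The main test was the quasi-likelihood F test of edgeR 4.0.16 with TMM normalization, robust dispersions, the filterByExpr rule (19462 genes kept) and Benjamini-Hochberg adjustment, with all 4 groups in one fit and genes called at an adjusted p under 0.05. Normalized counts are counts divided by the TMM effective library size and multiplied by its mean over the libraries (26026449). Contrasts were FCGS against HOM, PER against HGIN, FCGS against PER, HGIN against HOM, and the difference between the first pair of these. The standard error of a log2 fold change is its absolute value over the square root of F. Within FCGS, 8 libraries of cats with FCV reads were compared with 4 of cats without in the same way. DESeq2 1.42.0 with the paper's parameters and limma 3.58.1 (voom) with the cat as a random block were alternatives. DESeq2 was run on all 26681 genes with its own independent filtering, and limma voom on genes kept by filterByExpr. Principal components and nearest neighbours were taken from DESeq2's variance-stabilized counts, with neighbours sought among libraries of other cats. The other alternatives were RLE size factors, no filter on low counts, only the 2 groups compared, the HOM libraries of a cat summed, an absolute log2 fold change over 1, a mean normalized count over 50, sex or age as a covariate, and leaving out each HOM cat, HGIN library or PER library. The main tests and these alternatives were set before the data were examined.

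The numbers shared by HOM and HGIN libraries (22 and 25) mark tissues of one cat, as Table 1 shows, so those libraries are paired. Their deviations from the group means correlated at 0.043 for cat 22 and -0.0166 for cat 25 across genes, and those of the 2 HOM sites of a cat at -0.171 for cat 21, -0.247 for cat 23 and 0.575 for cat 24. Both sites enter the HOM mean, which by itself makes such correlations negative for unrelated HOM libraries. The negative values for cats 21 and 23 are therefore not read as opposition between sites. The main test takes these sites as separate samples. The consensus correlation between libraries of one cat was 0.172 (duplicateCorrelation).

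The scripts were tested on simulated counts for 19462 genes, of which 200 were changed by a log2 fold change of 2. At the sizes and depths of FCGS against HOM edgeR recovered 74% of the changed genes, with 4.52% of its calls false, and at those of PER against HGIN it recovered 41% with 2.38% false. DESeq2 recovered 82% with 17.6% false and 54.5% with 23.2% false, and limma voom 71.5% with 5.3% false and 41% with 2.38% false. The simulated means and dispersions came from edgeR's own fit, with no effect of the cat. That setting may favour edgeR, so these shares do not rank the tools on the real data.

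Total counts between 5784201 and 59258168 per library limit the precision of low counts most in the shallowest HOM library. Gene names were not used: the counts are listed by Ensembl identifier, and the reference gene table (assembly F.catus_Fca126_mat1.0) has an empty Ensembl column, so that 0 of the 26681 identifiers had a match. Named genes were to be those the paper names and the 5 genes with a symbol that have the largest rise and fall in each comparison, past an adjusted p under 0.05 and with a mean normalized count over 50. Without symbols only the 2 largest rises and 2 largest falls in FCGS against HOM by that rule are given, by identifier. Tests of gene lists, scores of myeloid, lymphoid and interferon genes, the spread of RPL13A, the genes measured by qPCR and a restriction to protein-coding genes needed names or gene types and were not run. Viral reads, qPCR, immunohistochemistry and in situ hybridization were not analysed here.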

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

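The fits without the 4 libraries with the most genes detected, the reading of the fits without each HGIN library as a test of 1 library and the splits that keep the HOM sites of a cat together were chosen only after the result was seen.

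PER case 33 had 24754 genes with at least 1 count, against 15998 to 18574 in the other 5 PER libraries, a gap of 0.706 of the PER range against a critical value of 0.625. It was the only extreme library in 12 combinations of group and measure that were examined, and chance alone marks about 1 in 20. FCGS cases 5, 8 and 19 had as many genes (23596 to 25106), while no other library passed 19805. Depth is argued against, because after every library was thinned to 5784201 counts these 4 libraries still detected at least 21323 genes and the others at most 17969. A candidate source is residual genomic DNA, which would put reads on all genes, including silent ones. Of the 4147 genes with 0 counts in all 11 HOM and HGIN libraries, a set that the paper does not discuss, at least 55.2% and up to 76.3% were detected in each of the 4 libraries, against 1.45% to 7.89% in the other FCGS and PER libraries. Libraries chosen for detecting many genes must also detect many of this set, so these shares decide nothing about the source. In the 4 libraries the 10 most abundant of these genes held 2.43% to 3.39% of the set's counts, against 22.1% to 82.1% in the other FCGS and PER libraries. Counts of the set correlated with a rho of 0.448 to 0.527 between the 4 libraries. The rho was 0.0442 to 0.157 for pairs with 1 of them and 0.00722 to 0.304 for pairs with neither. The few genes of the set detected in the other libraries limit both comparisons. Genomic DNA, RNA of many other cells at low levels and unspliced RNA cannot be told apart here, and no disease group is set apart, since most FCGS and PER libraries lack the signal.

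These 4 libraries may also add genes to FCGS against HOM, because 3 of the 4 libraries are FCGS and none is HOM. With no filter on low counts, 6485 genes were higher in FCGS, and 2164 of them had 0 counts in all HOM and HGIN libraries. Only 107 (4.94%) of these 2164 were still called when the 4 libraries were left out, against 76.2% of the other higher genes. With the filter on low counts, 279 of the 4233 higher genes had 0 counts in all HOM and HGIN libraries. Only 30 (10.8%) of these 279 were called in the fit with no filter and without the 4 libraries, against 82.2% of the other higher genes.

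The change in FCGS against HOM and the change in PER against HGIN differed in 691 genes. Of 100 splits, with affected libraries regrouped freely and healthy libraries regrouped so that the tissues of cats 22 and 25 stayed apart, 1 gave as many genes, the real one, and the others gave at most 88. Some of these splits place the 2 HOM sites of a cat in different groups. With the sites of each cat kept together, 3 of 100 splits gave at least 691 genes, the real one included, with up to 939 in another. The healthy libraries can be arranged in only 4 ways in these splits, and mixing FCGS with PER may widen the spread within groups, so that neither set of splits excludes chance for this result. Leaving out the 4 libraries with the most genes detected left 513 genes, which argues against them as the whole source. Leaving out any 1 HGIN library left between 202 and 311 genes, against 691 with all 3. Without cat 25 the genes with a more negative change in FCGS fell from 313 to 21, against 84 without cat 22 and 114 without cat 26, so that 1 HGIN library and the smaller group it leaves cannot be told apart with 3 libraries. Age goes with disease here, as the healthy cats were mostly 1 year old, and was not separated from it in this contrast. Neutering goes with disease too, as every FCGS and PER cat was neutered in Table 1 and all healthy cats but 1 were intact. No fit separated neutering from disease, since the sex covariate did not hold it. The contrast also takes in the difference between the healthy tissues. Of the 691 genes, 173 (25%) also differed between HGIN and HOM, and 485 (70.2%) differed between FCGS and PER. A biological difference between FCGS and PER is the untested alternative.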

How the results depend on the processing

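The fits without the 4 libraries with the most genes detected, without the FCGS libraries of case 10 or 16, with sex as a covariate in the FCV comparison and with limma voom and no block were chosen after seeing the data. The counts for FCGS against HOM and FCGS against PER stayed within 1.5 times the main count under all alternatives but 1: FCGS against HOM gave 4697 genes when an absolute log2 fold change over 1 and a mean normalized count over 50 were both required, because the criteria remove genes. Its other counts lay between 5871 (DESeq2 with an absolute log2 fold change over 1) and 10185 (no filter on low counts, with 6485 genes higher and 3700 lower). FCGS against PER ranged from 2808 to 4769. Age as a covariate left 7287 and 4047 genes in these comparisons, and 6151 of the 7938 genes of FCGS against HOM and 3588 of the 3750 of FCGS against PER remained. Without each HOM cat in turn FCGS against HOM gave 6820 to 7422 genes.

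PER against HGIN, HGIN against HOM and the unequal changes moved more. With DESeq2 they gave 1220, 2162 and 1846 genes, and with an absolute log2 fold change over 1 added 1029, 1876 and 1736. DESeq2 was run without the filter on low counts, so both the tool and the filter differ from edgeR here. It kept all 247 genes of PER against HGIN. Its share of false calls was the higher on simulated data, but those counts were drawn from edgeR's own fit and cannot rank the tools. With no filter on low counts they gave 159, 520 and 435, where more genes are tested. Fitted on their own groups only, PER against HGIN gave 22 genes and HGIN against HOM 319. PER against HGIN gave 410 genes with the HOM libraries of a cat summed and 150 without the 4 libraries with the most genes detected; the cause was not tested.

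The replicate block for the paired HOM and HGIN tissues (limma voom, cat as a random block) gave 588 genes for PER against HGIN and 1183 for the unequal changes. Without the block limma voom gave 548 and 1006, so that most of the difference from edgeR comes with the tool. The share of higher genes in PER against HGIN was 42.2% with the block and 42% without it in limma voom, against 67.6% in edgeR, so that the block is not what moves it. With the cat as a fixed block HGIN against HOM gave 4 genes, where only 2 cats inform the contrast. The block moved no other count by over 1.5 times.

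Leaving out each HGIN library gave 9 (without cat 25) to 238 genes for PER against HGIN, with 40 without cat 26, 8 (without cat 25) to 418 for HGIN against HOM, with 167 without cat 26, and 202 to 311 for the unequal changes. Leaving out each PER library gave 139 (case 30) to 580 (case 28) genes for PER against HGIN, with 140 without case 29, and 2811 to 4145 for FCGS against PER. Leaving out each HOM cat gave 369 (cat 24) to 1265 (cat 23) for HGIN against HOM. Without cat 25 the unequal changes held 181 genes with a more positive and 21 with a more negative change in FCGS, against 378 and 313 with all libraries.

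The share of higher against lower genes moved by under 10 percentage points with RLE size factors in all 5 contrasts. The log2 fold change of ENSFCAG00000015193 in FCGS against HOM changed sign with DESeq2 (0.76) and, among fits without each HOM cat in turn (-9.95 to 0.83), without cat 24, 1 of whose libraries holds nearly all its HOM counts. The number of libraries with a neighbour of their own group was 24 to 27 under the alternatives. The FCV comparison gave 0 genes in edgeR under each of its fits and 1 gene with DESeq2. Tests of gene lists, the scores of cell and interferon genes, the spread of RPL13A and the restriction to protein-coding genes were not run, since the counts are not paired with gene names or types. Depth limits low counts most: the smallest library, a HOM site of cat 23, has 5784201 counts and 14027 genes detected.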

Differences from the paper's values

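The paper reports 4207 differentially expressed genes between FCGS and HOM, whereas 7938 were found here. The paper's set covers protein-coding genes, and the count here covers genes of any type among the 19462 that passed the filter on low counts, a limit of the comparison. Of the alternatives set before the data were examined, those that require an absolute log2 fold change over 1 came within 1.5 times the paper's value: 6111 genes, 5871 with DESeq2, and 4697 when a mean normalized count over 50 was also required. DESeq2 with the paper's parameters (7996), RLE size factors (7973), no filter (10185), only the 2 groups (6692), summed HOM libraries (6717), the block (7043), sex (7641) or age (7287) as a covariate and each HOM cat left out (6820 to 7422) did not.

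For PER against HGIN the paper reports 748 genes, whereas 247 were found here. DESeq2 with an absolute log2 fold change over 1 (1029), limma voom with the cat as a block (588) and the fit without PER case 28 (580) came within 1.5 times the paper's value. DESeq2 alone (1220), RLE size factors (258), no filter (159), only the 2 groups (22), summed HOM libraries (410), a fold change threshold without (231) or with (229) the mean count, each HGIN library left out (9 to 238) and each other PER library left out (139 to 246) did not. Limma voom without a block, chosen after seeing the values, gave 548. How many of the paper's own called genes these settings drop was not computed, since its lists were not used here.

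The count for FCGS against PER, 3750, is within 1.5 times the paper's 2891, as are those of the other alternatives set before the data were examined except DESeq2 with the paper's parameters, which gave 4769. The variance held by the first and second principal components, 43.81% and 26.81%, matches the percentages printed on Fig. 1A.

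The paper states that its cluster analysis separated all samples by group. Here 26 of the 29 libraries had a nearest neighbour of their own group, and FCGS cases 14 and 16 and PER case 28 did not, while every FCGS library scored above every other library on the first component.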

Other observations

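The search for a library swapped with FCGS case 16, the fits without that library, the splits that keep the HOM sites of a cat together and the comparison of FCGS against PER genes with the unequal changes were chosen only after the result was seen.

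Sex by expression was compared with Table 1. For each library, the gene that best separated the sexes was chosen in the other cats, which picked the same gene every time. The other 11 libraries of female cats had 295 to 1826 counts on it and the 17 libraries of male cats at most 8. FCGS case 16, a female in Table 1, had 3. Thus 1 of 29 libraries fell with the other sex, which is consistent with a mislabelled sample or a wrong entry for that cat, and the data cannot choose between these. It is not 1 gene alone at a low level: of the other 3 genes that differed between the sexes with case 16 left out, case 16 was nearer to the males in 3, whereas each other female library was nearer to the females in at least 2. A swap with a library of a male cat in this series is argued against, since 0 of the 17 male libraries reached the level of a female. A swap with a cat outside these libraries was not tested. The same library was one of 2 FCGS libraries whose nearest neighbour was a PER library. Without it 7708 genes differed between FCGS and HOM, 3704 between FCGS and PER, and 668 changed unequally. No biological explanation for the low level was tested.

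Other splits of the same libraries were fitted for each comparison. For FCGS against HOM 1 of 100 splits of the same libraries, the real one, gave as many genes, and likewise 1 of 100 for FCGS against PER and 1 of 100 for HGIN against HOM. With the HOM sites of each cat kept together, 1 of 100 splits for FCGS against HOM, the real one, gave as many, and the others gave at most 3327. Of the 28 splits of the healthy libraries that part both tissues of cats 22 and 25 as the real one does, 1 gave as many, and the others gave at most 74 genes, but only 4 of the 28 keep the HOM sites of each cat together. Of these 4 splits 1, the real one, gave as many, and with 4 splits chance cannot be excluded for HGIN against HOM, where the cat as a fixed block gave 4 genes. For PER against HGIN all 84 splits were run and 3 gave at least 247 genes, the real one included, with up to 451 in another. Without adjustment for the number of comparisons, chance assignment can be excluded at the 0.05 level for FCGS against HOM and FCGS against PER. The share for PER against HGIN is also under that level, but another split gave more genes than the real one. With 3 HGIN libraries and no adjustment, chance is not taken as excluded for PER against HGIN.

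FCGS libraries of cats with FCV reads in Table 1 (8) and without (4) did not differ in any gene in edgeR's quasi-likelihood test (1059 of 16518 genes at an unadjusted p under 0.05, lowest adjusted p 0.727), 1 gene differed in DESeq2, and other splits decide nothing here, because with a real count of 0 all 100 of 100 splits give at least as many by construction. The 4 cats without FCV reads were all female in Table 1, case 16 among them. Leaving out each of these libraries gave 0 genes in edgeR.

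A hypothesis that PER against HGIN gives fewer genes only because it has fewer libraries was tested by drawing 6 FCGS and 3 HOM libraries. The lowest of 50 draws gave 1464 genes, against 22 in PER against HGIN on its own libraries, so the number of libraries alone is argued against. Milder disease, the sites sampled in PER and unequal spread within groups stay open.

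The tissue that was sampled is another hypothesis for genes that differ between FCGS and PER. Of these, 7.17% also differed between HOM and HGIN in the same direction, and 68.3% had the same sign there without a threshold; across genes the 2 sets of log2 fold changes had a Pearson's r of 0.350. On the disease side, 2685 (71.6%) of the FCGS against PER genes also differed between FCGS and HOM, both oral mucosa, in the same direction. Tissue alone does not explain these genes unless PER changed them alike. Of the FCGS against PER genes, 461 (12.3%) both differed from HOM in that direction and changed unequally. With 3 HGIN libraries, the shares of tissue and disease in the difference cannot be told apart for most FCGS against PER genes. For 480 genes the change against healthy tissue of the same site was unequal in the direction of the difference between FCGS and PER, which argues against tissue as the whole explanation for them.

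The first HOM sites of cats 21 and 23 were each other's nearest neighbour among libraries of other cats and scored 49.22 and 49.72 on the third principal component, while the second sites of the same cats scored -19.7 and -7.4 and the other HOM libraries between -17.22 and -11.87.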
